A study of Homo sapiens with 2 samples. Its data were reported in "LOC550643, a Long Non-coding RNA, Acts as Novel Oncogene in Regulating Breast Cancer Growth and Metastasis" (2021).

How the data were processed

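RNA of parental MDA-MB-231 cells, a human breast cancer line, and of IV2-1, a highly metastatic subline derived from it, was measured on 1 one-colour Agilent SurePrint G3 Human GE v2 array each. Per the labels, total RNA was amplified, labelled with Cy3 and hybridized by the authors. The deposited scanner files hold the processed signal of each spot as an intensity, which Feature Extraction 10.5.1.1 had background-subtracted and detrended but not scaled between arrays, per the file headers. The series table also holds an intensity per probe, which equalled the processed signal for probes with 1 spot apart from rounding. Each array had 62976 features, of which 58717 were spots of 60-base probes for transcripts and 4259 were controls. Both arrays lay on the same slide.

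The files were read in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. Spots marked by Feature Extraction as non-uniform or as outliers among their repeats were left out, 213 on the parental array and 269 on the IV2-1 array. The processed signal was put on the log2 scale, spots of a probe were averaged, and the 75th percentile of all kept probes of the array was subtracted. A total of 50597 probes were kept. Levels below are on this scale unless given as intensity, and every difference is IV2-1 minus parental. A probe counted as detected when most of its spots carried the mark for well above background. A gene was represented by its brightest probe among those detected on at least 1 array. It was called higher or lower when the difference was over 2-fold, a log2 difference of more than 1, which is the fold used by the study. Where the probe was detected on 1 array only, the difference is a bound. It was taken from the detected value to the higher of the dim probe's own value and the lowest value of any detected probe on the other array, and is written as at least so many fold. Such a bound holds for this scale only and allows for no error of the dim value, and other processing can give a smaller fold.

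Genes were classed by the array annotation. A probe with an NM accession was protein-coding. A probe with neither an NM nor an XM accession was a lncRNA if it had an NR or XR accession, a name of a long intergenic transcript or a description of a non-coding or antisense RNA, and was not named as a small RNA. All other probes were unclassed. The array named 9786 lncRNA genes by this rule and 18769 protein-coding genes. LOC550643 was found through its NCBI gene ID, 550643, under which the reference table lists NBDY with the synonym LINC01420, the name on the array. That table gives its type as protein-coding, whereas the array accession is of a non-coding RNA. Positions are those of the array annotation on GRCh37.

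With 1 array per group there was no replicate to set a difference against, so no test was run and the number of arrays limits the precision. The spread of repeated spots and the error that Feature Extraction gives each spot are reported, and cover error within an array only. No samples were paired. Named genes were fixed by rule. They were 6 lncRNAs named by the study, the 5 largest rises and the 5 largest falls of lncRNA genes and of protein-coding genes detected and unsaturated on both arrays, the 2 largest bounds in each direction and class, and the members of 2 lists, the lncRNAs discussed by the study and the cell cycle proteins of the study, with GAPDH and ACTB. Names that are an accession or clone identifier were passed over. FLJ22447, a lncRNA gene with a difference of -5.15, was treated as such a name only after its value was seen.

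A total of 22 gene lists were compared, some of them families taken by symbol and the others written by hand. Each list's median difference over genes detected on both arrays was set against the medians of 10000 random lists with as many genes in each of 20 bins of brightness. The percentile among these is given as a description of these 2 arrays. Random lists treat genes as independent of each other, which neighbouring or co-regulated genes are not. The same was done for the genes of each of 24 chromosomes. Neighbouring protein-coding genes detected on both arrays were scanned in windows of 25, with the median of genes of like brightness subtracted, against 1000 shuffled gene orders. The window size and the scan itself were chosen after the data were seen, and the scan was narrowed to protein-coding genes after one over all genes had been looked at.

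The classes, calls, named genes and lists were set before the data were examined. So were these other settings, changed one at a time: normexp background correction with an offset of 50 in limma 3.58.1 under R 4.3.3, quantile normalization, scaling to the median or to the 75th percentile of probes detected on both arrays, no scaling, the series table, the mean of a gene's probes, each probe on its own, genes detected on both arrays, no filter, detection by the positive and significant mark, lncRNAs by name or by the reference gene type, a difference beyond the Feature Extraction error, and a fold of 4. Settings added after the data were seen were lowess of the difference on brightness with a share of 0.3, the same followed by lowess on probe GC content, scaling to the E1A spike-in probes, and names of XLOC loci split by transcript. E1A scaling used the median of the differences of 8 probes, which moved the median of all genes by 0.18. Equating the median E1A levels instead was tried first and replaced, since it rested on 2 of the probes; it moved the median by 0.34.

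The calculations were tested on simulated data, in which the IV2-1 array was made from the parental one with an SD of 0.2 among probes. Over 28774 genes, 200 of the 200 genes changed by 2 log2 units were recovered, and 0 of 22503 unchanged genes were called. The changed genes were all brighter than the median gene, and the marks for detection were copied from the parental array. Recovery of dim genes and of bounds was thus not tested. The real difference had an SD of 0.80 among genes detected on both arrays, so that these counts give no rate of false calls for the real arrays. In the same simulated comparison, a list of 65 genes shifted by 0.5 came out 0.49 above matched lists. A scan of 16338 genes found all 50 genes of a shifted stretch, and its other windows past the shuffles, 47 in number, were those of the shifted list, whose genes are neighbours. When a trend on brightness was added, 112 of 22502 unchanged genes were called, and 0 after lowess.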

Results

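Expression of protein-coding genes and lncRNAs was compared between parental MDA-MB-231 cells (1 array) and the highly metastatic IV2-1 subline (1 array), to find lncRNAs that differ with metastatic ability. On the parental array 46462 of 58717 spots (79.1%) were well above background, and on the IV2-1 array 45841 (78.1%). Of 308 negative control spots, 0.974% and 1.62% were. Of 96 ERCC control probes, by contrast, 40 were detected on both arrays. Whether ERCC transcripts had been added is not known. If not, detection of dim probes includes signal without a matching transcript, more than the negative control spots show. No spot was saturated. The 75th percentile over probes was a log2 intensity of 9.79 on the parental array and 9.17 on the IV2-1 array, so that scaling removed a difference of -0.63. Among 796 probes with 10 spots that were detected on both arrays, the median SD among spots was 0.08 on the parental array and 0.06 on the IV2-1 array. Among the 199 dimmest of these probes it was 0.24 on the parental array.

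A total of 27390 genes were detected on both arrays, and 87.2% of them differed by less than 2-fold. Their median difference was 0.07. The difference varied with brightness, with a median of 0.28 in the 2739 dimmest genes and -0.23 in the 2739 brightest. It also varied with the GC content of the probe, from -0.12 for genes with probes of up to 35% GC to 0.44 for those above 55%.

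**Figure D1:**
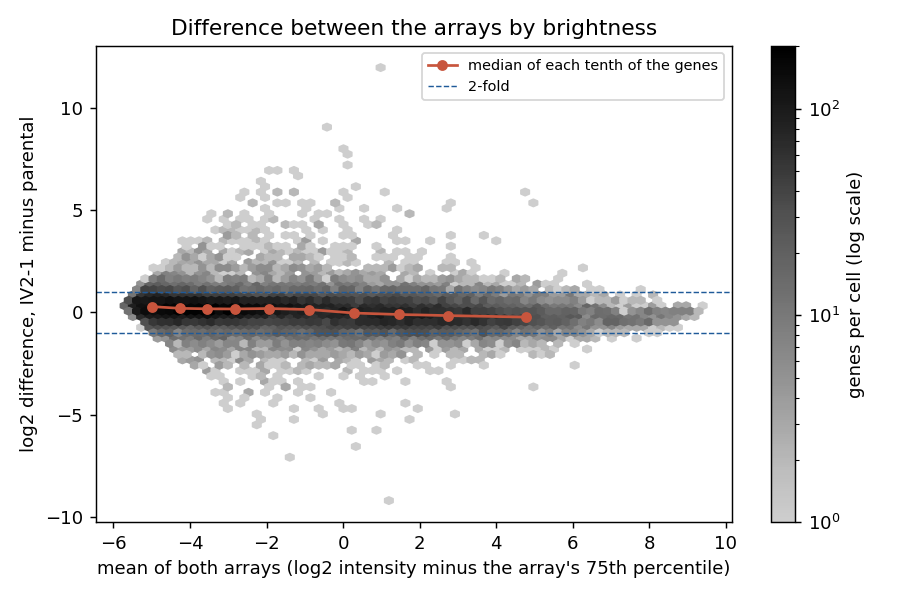
Log2 difference (IV2-1 minus parental) of genes detected on both arrays against their mean level on both arrays, with shading for the number of genes per cell and points for the medians of successive sets of 2739 genes. The medians go from 0.28 in the dimmest set to -0.23 in the brightest.

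Of the lncRNA genes, 520 were higher and 312 lower in IV2-1 by over 2-fold, so that 62.5% of the called lncRNA genes were higher. For 157 of the higher and 59 of the lower genes the difference was a bound. The lowest detected value was -6.06 on the parental and -5.55 on the IV2-1 array. A gene detected in IV2-1 only could therefore be called at a lower level than one detected in parental cells only. With only genes detected on both arrays, 363 lncRNA genes were higher and 253 lower (58.9% higher). Of the protein-coding genes, 1468 were higher and 1253 lower, and 54.0% of the called genes were higher. Among unclassed genes, 404 were higher and 250 lower. A fold of 4 left 92 higher and 70 lower lncRNA genes, and without scaling 147 were higher and 1084 lower. The lncRNA genes were dimmer than the protein-coding genes, with a median level of -3.57 against 0.14. The share of higher lncRNA genes fell to 45.4% with lowess on brightness, to 46.3% with quantile normalization and to 50.5% with scaling to the median of detected probes, and was 77.2% with E1A scaling. With XLOC loci left out, where a called gene had a second probe detected on both arrays, that probe differed by over 2-fold the same way for 44 of 121 lncRNA genes (36.4%) and 291 of 674 protein-coding genes (43.2%). The array gives 1 name, XLOC_014512, to 1438 probes of 1403 transcripts, which count as 1 gene here.

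The study went on with LOC550643, on chromosome X (probe at 56843930 to 56843989). Its brightest probe had a level of 3.01 in parental and 4.38 in IV2-1 cells, a difference of 1.37 with a Feature Extraction error of 0.20. The other probe differed by 1.50. The difference was over 2-fold in every alternative that gave single-gene values except no scaling, where it was 0.74. LOC652276, on chromosome 16, differed by 1.57 on its 1 probe, which was dim (intensity 54.4 and 104). It was 0.94 without scaling. PVT1, on chromosome 8, differed by 0.91 on its brightest probe, and its 10 probes ranged from -0.23 to 1.01, with 1 of them over 2-fold. The brightest probe passed 2-fold with quantile normalization (1.03), lowess on brightness (1.06) and E1A scaling (1.1), and the mean of the probes was 0.49. GATS, on chromosome 7, was lower by 1.62 log2 units, a difference of -1.62, and 2 of its 3 probes were lower by over 2-fold. RPL23AP53, on chromosome 8, differed by -0.33 on its brightest probe and by -1.33 on the other. FAM66D, also on chromosome 8, differed by 0.04 on its brightest probe and by -1.48 on a dim one. Its sign turned under 6 of 10 alternatives, down to -0.72 for the mean of its probes.

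**Figure D2:**
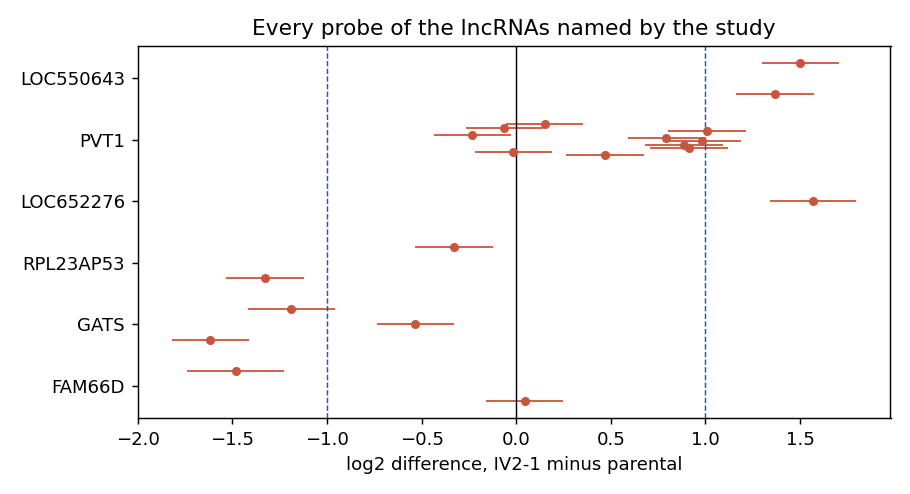
Log2 difference (IV2-1 minus parental) of each probe of the lncRNAs named by the study, with the combined Feature Extraction error of both arrays as bars and dashed lines at 2-fold. Both probes of LOC550643 lie beyond the line, at 1.37 and 1.50, whereas the 10 probes of PVT1 spread from -0.23 to 1.01.

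The largest rises among lncRNA genes detected on both arrays were those of SLCO4A1-AS1 (5.27), FAM230B (4.43), AFAP1-AS1 (4.22), LINC00632 (4.09) and SNHG18 (3.57). The largest falls were those of UCA1 (-9.21), LOC101928036 (-3.93), LOC101927780 (-3.36), ZFAT-AS1 (-3.26) and LINC00702 (-3.09), with FLJ22447 (-5.15) passed over for its name. The intensity of UCA1 was 46652 in parental and 50.9 in IV2-1 cells. Not all probes of these genes moved alike, and the smallest change of a detected probe was 0.61 for FAM230B, 0.48 for LINC00632 and a bound of -0.33 for LOC101928036. Of lncRNA genes detected on 1 array only, LOC100505817 was at least 1316-fold and LINC00261 at least 177-fold higher. LOC101927752 was at least 70.3-fold and LOC101060542 at least 6.78-fold lower. Under normexp the log2 differences of these genes were smaller. They were 7.67 for LOC100505817, 5.07 for LINC00261, -3.68 for LOC101927752 and -0.86 for LOC101060542.

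Among protein-coding genes, SPANXA1 (11.98), INHBB (9.07), SLAMF7 (8.0), FOXA2 (7.66) and COX7B2 (7.27) rose most. ARHGEF10 (-6.53), ARHGEF10L (-5.98), SERPINA1 (-5.84), C3 (-5.72) and EMC10 (-5.25) fell most. The intensity of SPANXA1 was 27.6 in parental and 72021 in IV2-1 cells, and 4 of the 5 detected probes named for SPANX genes, its own included, were higher by over 2-fold. For ARHGEF10, 3 of 4 probes fell by over 2-fold and the other differed by -0.27. The second probe of EMC10 differed by -1.30. Of genes detected on 1 array only, NRK was at least 283-fold and FGF13 at least 232-fold higher, and ERICH1 at least 85.5-fold and KBTBD11 at least 82.2-fold lower. Of 33 named genes called, 29 stayed beyond 2-fold in the same direction in all 10 alternatives that gave single-gene values. The others were LOC550643, LOC652276, LOC101060542 and MALAT1.

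Of the lncRNAs discussed by the study, NEAT1 was lower on all 4 probes (-2.62 on the brightest), and MALAT1 on 6 of 8 by over 2-fold (-1.21 on the brightest, -0.88 with lowess on brightness and GC). GAS5 differed by -0.26, H19 by -0.12, HOTAIR by 0.42, XIST by 0.26 and BCAR4 by 0.72. Signs turned for GAS5 with lowess on brightness and GC, for H19 with normexp, the mean of probes and E1A scaling, and for HOTAIR and XIST without scaling. Of the cell cycle proteins of the study, CCNA2 (-0.57), CCNB1 (-0.43) and CDKN1B (-0.43) were lower, and CDK2 (0.42) and CDKN1A (0.31) were higher, the last pair lower without scaling. The second probe of CDKN1B differed by 0.09 and that of CCNB1 by -0.66. With the mean of probes CDKN1B was at -0.17. GAPDH differed by 0.52 and ACTB by 0.15, both negative without scaling (-0.11 and -0.47).

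Gene lists were compared relative to random lists of like brightness. The median of the replication-dependent histones was 0.47 above theirs (100th percentile, 64 genes), that of mesenchymal markers 0.32 (98.7), of integrins 0.29 (98.4) and of interferon response genes 0.31 (97.6). The relative medians of hypoxia genes (-0.40, percentile 0.37), cholesterol synthesis genes (-0.39, 0.77) and semaphorins (-0.37, 2.26) were low. These 7 of the 22 lists lay in the outer 2.5% at either end, where 1.1 would be expected by chance for independent lists, and their relative medians kept their sign in the 6 alternatives that do not shift all genes alike. The other 4 cannot move a relative median. The plain medians of the 4 higher lists turned negative without scaling. Only the histones stayed in the outer 2.5% in these 6, and lowess on brightness and GC, which moved them most, left 0.16. Lists inside that range were keratins (0.18), the amino acid and ER stress response (0.18), matrix metallopeptidases (0.18), laminins (0.09), cadherins (0.08), S100 proteins (0.06), chemokines (-0.02), collagens (-0.02), epithelial markers (-0.09), ribosomal proteins (-0.09), proteasome subunits (-0.09), lung metastasis genes (-0.11), the lncRNAs discussed by the study (-0.15), proliferation genes (-0.19) and the cell cycle proteins of the study (-0.36). Among these the sign turned with normexp for collagens, lung metastasis genes and proteasome subunits, and for the last also with the mean of probes. Of these 15 lists, 3 entered the outer 2.5% under an alternative. They were keratins with normexp (percentile 99.4), laminins with the mean of probes (0.44, 98.5) and ribosomal proteins with the mean of probes (2.23) and with lowess on brightness and GC (2.26).

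**Figure D3:**
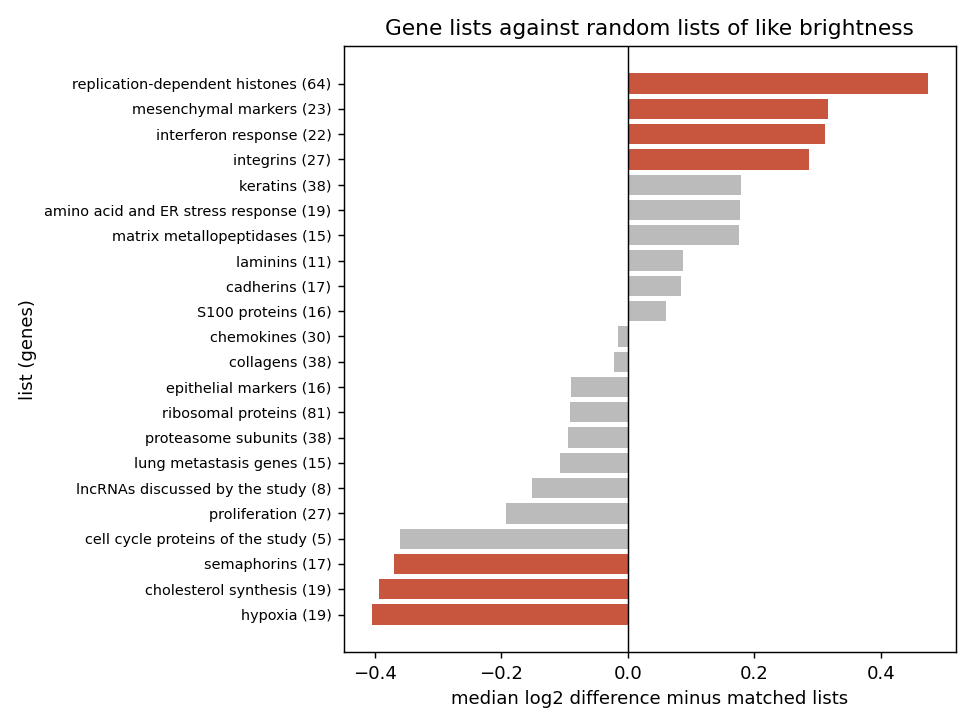
Median log2 difference (IV2-1 minus parental) of each gene list minus that of random lists of like brightness, with the number of genes in brackets and colour for lists in the outer 2.5% at either end. The bars go from -0.40 for hypoxia genes to 0.47 for replication-dependent histones.

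Of 24 chromosomes, 13 lay in the outer 2.5% at either end against random genes of like brightness, where 1.2 would be expected for independent genes. The relative median was largest for chromosome X (0.23) and chromosome 19 (0.11), and lowest for chromosomes 14 (-0.13), 7 (-0.11) and 15 (-0.10). Chromosomes 3, 7, 11, 12, 14, 15, 19 and X, 8 in number, stayed in the outer 2.5% in the same 6 alternatives, with the sign they had. Of the 11 chromosomes inside that range, 7 (1, 2, 5, 9, 10, 21 and 22) left it under at least 1 of these alternatives.

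Near one end of chromosome 8, between 442613 and 2093129, TDRP, ERICH1, CLN8, ARHGEF10, KBTBD11 and MYOM2 were lower by more than 4-fold. They were 6 neighbours among the 14692 protein-coding genes bright enough on either array to show such a difference, and the longest such run in 1000 shuffled orders was 3. This stretch was chosen after its values were seen. Of its 25 genes, 8 were brighter in parental cells than the median gene. Of these, 5 were lower by more than 4-fold, while XLOC_006680 (0.60), BF742660 (0.41) and XLOC_006973 (1.11) were not lower.

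**Figure D4:**
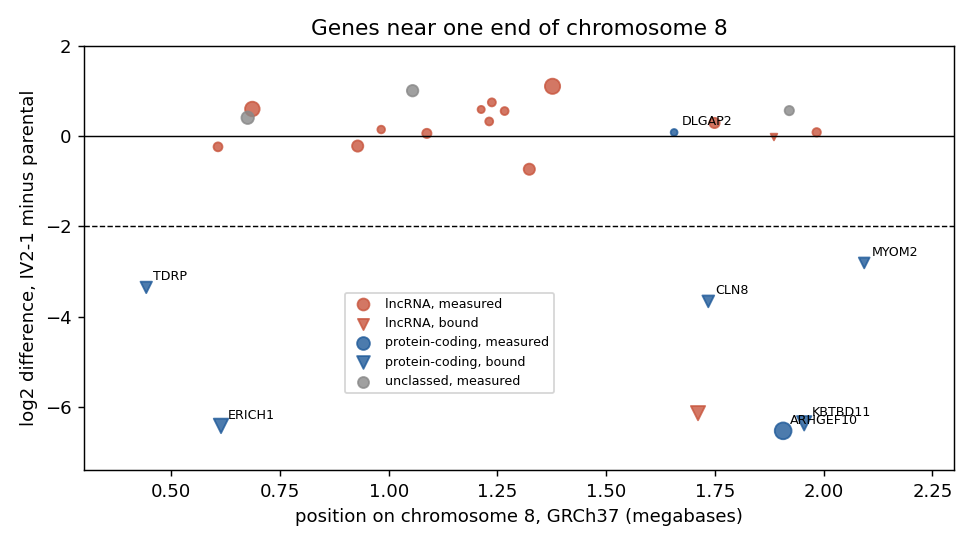
Log2 difference (IV2-1 minus parental) of the genes between 442613 and 2093129 on chromosome 8, with triangles for bounds, larger symbols for genes brighter in parental cells and a dashed line at 4-fold. The plot shows 6 lower protein-coding genes and the lower lncRNA LOC101927752 (a bound of -6.14) beside genes that were not lower by over 2-fold, with XLOC_006973 at 1.11 and DLGAP2 (0.08) too dim on both arrays to show a 4-fold fall.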

Values the study reported

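The study reported an array holding 34092 protein-coding genes and 8715 lncRNAs. It gave 2926 genes as upregulated and 2989 as downregulated in the metastatic subline. For lncRNAs it gave 213 as upregulated and 301 as downregulated. Both pairs of counts were stated for a fold change over 2 or under 0.5 with a p under 0.01.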

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

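All tests in this part were chosen after the result was seen. Both results come from control probes, which are not among the genes compared. The E1A probes also served for 1 of the alternative scalings and for a test of brightness given further on. The ERCC probes detected on both arrays are set beside dim genes there.

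The control probe ERCC-00142_99 gave a signal on the parental array that stood out from the other ERCC probes. Its intensity was 208 on the parental and 13.9 on the IV2-1 array, over 35 spots each. Since 17 of the IV2-1 spots were well above background, too few for detection, the log2 difference of -3.34 is a bound, at least 10.1-fold lower. Had ERCC transcripts been added to the parental sample, other ERCC probes could be lower too. The other 44 detected on the parental array had a median difference of 0.15. Of these, 40 were also detected on the IV2-1 array and 0 of the 40 fell by over 2-fold. The other 4 were not, and their differences are bounds, -0.57 for ERCC-00084_121 and 0 for the other 3, so that a larger fall is not excluded for them. An addition of few transcripts, or one too small to show on most probes, therefore stays open. Defects of single spots were argued against by the dimmest parental spot, at an intensity of 129, which was brighter than the brightest IV2-1 spot at 30.5. Cross-hybridization to a transcript lower in IV2-1 may be the source. No probe of the array shared 14 bases in a row with it (0 probes), which leaves this open, since the array does not cover whole transcripts. No biological explanation was tested.

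The E1A spike-in probes, transcripts added before labelling, were lower in IV2-1 after scaling, with a median difference of -0.18 over 8 probes (-0.81 before scaling), and 7 of the 8 were below 0. Less spike-in material in the IV2-1 sample could cause this, as could a scaling that sits too low on the IV2-1 array. The differences had an SD of 0.14 among the probes, more than the median error of 0.02 from their spots, so that 1 common factor did not account for all of it. Spot error leaves out what differs between probes, and the test was therefore read as deciding nothing, after a first reading that it argued against this explanation. The amount of spike-in and the scaling cannot be told apart with 1 array per group. With E1A scaling, 786 lncRNA genes were higher.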

How the results depend on the processing

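Lowess on brightness, lowess on brightness and GC, E1A scaling and XLOC names split by transcript were chosen after seeing the data. No named gene called over 2-fold, and no list or chromosome in the outer 2.5% by its relative median, turned round. Of 76 counts under 19 alternatives, 51 were within 1.5 times the count as reported. Some of these had little room to differ. The series table holds the same signal apart from rounding. Names only and the split of XLOC names left the protein-coding counts at 1468 and 1253. The positive and significant mark gave the same counts as no filter. Of 60 values of the study lncRNAs, 44 moved by less than their error and stayed on their side of 2-fold, as did 325 of 420 values of the other named genes. Of 10 alternatives for lists and chromosomes, 4 shift all genes alike (both scalings to detected probes, no scaling and E1A scaling) and cannot move a relative median. Under the other 6, relative medians moved by less than 1 SD of the random lists in 119 of 132 values of lists and 114 of 144 of chromosomes. The series table is among these 6, and could hardly move them.

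Beside 520 higher and 312 lower lncRNA genes and 1468 higher and 1253 lower protein-coding genes, no scaling gave 147, 1084, 602 and 4578. It put LOC550643 at 0.74, LOC652276 at 0.94, PVT1 at 0.29, RPL23AP53 at -0.96, GATS at -2.24 and FAM66D at -0.58. This follows from its construction, since it leaves the offset between the arrays in. Normexp gave 182 higher and 124 lower lncRNA genes, 958 higher protein-coding genes and 1.00 for LOC652276. Quantile normalization gave 346 higher lncRNA genes and 1.03 for PVT1. Lowess on brightness gave 341 higher lncRNA genes and 1.06 for PVT1, and with GC 345, 1.70 for LOC550643 and -0.54 for FAM66D. E1A scaling gave 786 higher lncRNA genes and 1.1 for PVT1. The mean of probes gave 0.49 for PVT1, -0.83 for RPL23AP53, -1.11 for GATS and -0.72 for FAM66D, whose probes differ. No filter, and detection by the positive and significant mark, each gave 1070 higher and 561 lower lncRNA genes. Every probe on its own gave 798 and 482, names only 321 and 168, and the reference gene type 180 and 136, each by counting other items. A fold of 4 left 92 and 70 lncRNA genes and 426 and 213 protein-coding genes. Where no construction is named, the cause was not tested.

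The median of all genes moved by 0.15 with normexp, -0.12 with the median of detected probes, -0.63 without scaling and 0.18 with E1A scaling. The share of higher genes among those called moved most from 62.5% for lncRNA genes with quantile normalization (46.3%), the median of detected probes (50.5%), no scaling (11.9%), lowess on brightness (45.4%), lowess on brightness and GC (46.7%) and E1A scaling (77.2%). From 54.0% for protein-coding genes it moved most with the median of detected probes (43.2%), no scaling (11.6%), E1A scaling (70.9%) and a fold of 4 (66.7%).

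No paired analysis was possible because each group had 1 array, and leaving out an array would leave no comparison. Signal over background limited dim genes, for which the differences of 157 higher and 59 lower lncRNA genes were bounds.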

Other observations

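The tests here of UCA1, SPANXA1, the share of higher lncRNA calls, the response of spike-ins to brightness, DNA copy number, the lncRNA genes within regions and the chromosome 8 stretch were chosen after the result was seen. So was the comparison of ERCC probes with dim genes.

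More lncRNA genes were higher than lower in IV2-1. The median of 5922 lncRNA genes detected on both arrays was 0.19, and that of protein-coding genes of like brightness was 0.17. The lncRNA median lay at percentile 97.9 among these matched lists, just outside the central range set in advance, so that an offset that varies with brightness left a remainder of 0.02. For the genes called, lowess on brightness brought the share of higher lncRNA genes to 45.4%, so that such an offset may account for the lean of the calls. With the trend on probe GC content removed the share was 57.0%, so that GC content did not account for all of it. With only genes detected on both arrays it was 58.9%. The bounds and their unequal floors therefore did not account for all of it either.

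Dim genes were higher and bright genes lower in IV2-1, with a gap of 0.51 between the medians of the 2739 dimmest and the 2739 brightest genes. The gap was 0.52 with the trend on probe GC removed, which argues against GC content. If hybridization or scanning responded to brightness differently on the 2 arrays, E1A probes would likely fall with brightness as genes do. The 4 brighter E1A probes minus the 4 dimmer ones gave 0.0429 (SE 0.10), against -0.24 for genes of like brightness. This argues against that explanation, but weakly, since it rests on 8 probes, gave -0.03 without the brightest one and does not cover genes dimmer than those probes. The 40 ERCC probes detected on both arrays had a median difference of 0.17, at intensities up to 133 on the parental array. The dimmest set of 2739 genes had 0.28 and the next 0.20. If no ERCC transcripts were added, dim signal without a matching transcript was higher too. Whether they were added is not known, so that this does not decide the matter for dim genes. A biological difference between the sublines stays open and was not tested.

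Neighbouring genes differed together. Of 15352 windows of 25 protein-coding genes, 182 went past the largest window of 1000 shuffled orders, which was 0.90. They joined into 12 regions, 8 lower on chromosomes 3, 4, 7, 14 and X and 4 higher on chromosome X. The regions held 514 of 15917 genes (3.23%). They also held 224 protein-coding calls in the direction of their region, which is 9.33% of the 2401 calls in either direction. Calls against the direction of a region were not counted among the 224. On chromosome X, genes between 12841243 and 25022494 were lower (median -0.89) and those between 129318758 and 150349036 higher (0.89). Probe GC content and brightness were argued against, since 279 windows were past the shuffles with both trends removed. In the regions, 83.9% of the protein-coding genes lay on the same side, which decides nothing about a few genes with large differences, since the regions were chosen by these genes. The 153 lncRNA genes within the regions did not serve to choose them. Of these, 64.1% lay on the side of their region, against 49.6% in random lncRNA lists of like brightness, and their median lay at percentile 99.99 of such lists. This argues against a few protein-coding genes as the whole of the pattern. The shift of these lncRNA genes was small, with a median of 0.18 towards their region. The protein-coding medians, whose genes served to choose the regions, were -0.71 to -0.98 in the lower regions. In the higher regions they were 0.80 to 0.89. Whether these lncRNA genes overlap protein-coding genes was not tested. A difference in DNA copy number between the sublines could give such regions, and the 12 regions are consistent with it. DNA was not analysed here, so that copy number and regional control of expression cannot be told apart.

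The 25 protein-coding genes nearest LOC550643 had a median difference of 0.36, or 0.38 after subtracting genes of like brightness, at percentile 92.7 of all windows. After the same subtraction the median was -0.49 near FAM66D (percentile 6.40), -0.30 near GATS (14.2), -0.29 near RPL23AP53 (14.6), -0.11 near LOC652276 (31.8) and 0.03 near PVT1 (55.1). Without it, the median near RPL23AP53 was -0.03.

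For the stretch of 6 lower protein-coding genes on chromosome 8, chance order was argued against, since the longest run in shuffled orders was 3. Loss of both DNA copies over the region in IV2-1 may be a candidate explanation. Of the 8 genes brighter than the median gene, 2 were within 2-fold and XLOC_006973 was higher, which a loss of the whole region would not give. A smaller loss, or probes that read transcripts of other places, would allow this, so that loss of both DNA copies cannot be told apart from lower transcription without DNA.

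UCA1 was 593-fold lower on its brightest probe. The other probe, detected on the parental array only, gave a bound of -7.21, which argues against a defect of one spot. SPANXA1 was 4035-fold higher, and 4 of 5 detected SPANX probes were higher by over 2-fold, which argues against a defect of one spot. These genes are close relatives, and which member each probe reads was not tested.

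A run of 5 protein-coding genes higher by more than 4-fold lay on chromosome X (SPANXB1, LDOC1, SPANXA1, SPANXC and MAGEC1), where the longest in shuffled orders was 4. Of the 5, 3 are SPANX relatives, which the shuffled orders treat as independent genes. With SPANX genes counted once the run held 3 genes, no more than the shuffled orders gave (4), so that chance order was not excluded. It lies within a region of higher genes given above.

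The counts here rest on the size of the difference alone, whereas the study also required a p-value. Which test and annotation gave its counts is not known here, so the counts are not of like kind. The number of protein-coding genes higher in IV2-1 was 1468. That is lower than the value quoted from the study above. The number of protein-coding genes lower in IV2-1 was 1253. That is lower than the value quoted from the study above. Without scaling it was 4578. That is higher than the quoted value. The number of lncRNA genes higher in IV2-1 was 520. That is higher than the value quoted from the study above. It was 182 with normexp, 180 by the reference gene type, 147 without scaling and 92 at a fold of 4. Those are lower than the quoted value, so that the direction depends on these choices. The number of lncRNA genes lower in IV2-1 was 312. That is within 1.5 times the value quoted above, but the alternatives ran from 70 at a fold of 4 to 1084 without scaling. The lncRNA genes named on the array were 9786. That too is within 1.5 times the quoted value. The number of protein-coding genes named on the array was 18769. That is lower than the value quoted from the study above.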
